# Identifying potential maternal genes of *Bombyx mori* using digital gene expression profiling

**DOI:** 10.1371/journal.pone.0192745

**Published:** 2018-02-20

**Authors:** Meirong Zhang, Sheng Qin, Pingzhen Xu, Guozheng Zhang

## Abstract

Maternal genes present in mature oocytes play a crucial role in the early development of silkworm. Although maternal genes have been widely studied in many other species, there has been limited research in *Bombyx mori*. High-throughput next generation sequencing provides a practical method for gene discovery on a genome-wide level. Herein, a transcriptome study was used to identify maternal-related genes from silkworm eggs. Unfertilized eggs from five different stages of early development were used to detect the changing situation of gene expression. The expressed genes showed different patterns over time. Seventy-six maternal genes were annotated according to homology analysis with *Drosophila melanogaster*. More than half of the differentially expressed maternal genes fell into four expression patterns, while the expression patterns showed a downward trend over time. The functional annotation of these material genes was mainly related to transcription factor activity, growth factor activity, nucleic acid binding, RNA binding, ATP binding, and ion binding. Additionally, twenty-two gene clusters including maternal genes were identified from 18 scaffolds. Altogether, we plotted a profile for the maternal genes of *Bombyx mori* using a digital gene expression profiling method. This will provide the basis for maternal-specific signature research and improve the understanding of the early development of silkworm.

## Introduction

Maternal genes whose RNA or protein products present in oocytes, fertilized egg or early stage of embryo play an important role in the proper developmental stages [1, 2]. In the early stages of development, the transition of material to the zygote is accomplished by two processes: the degradation of maternal products and the initiation of the transcription of the zygotic genome [3–5]. Maternal genes have been well studied in many species, such as humans, mouse, zebrafish and so on [3, 5–9]. In insects, maternal genes and their functions were well known across various *Drosophila* species [10–14].

*Bombyx mori* (*B*. *mori*) is an important economic insect in agriculture. The development of *B*. *mori* is significantly different from *Drosophila*. RFLP linkage analysis showed that maternal genes might locate at all twenty-eight chromosomes of *B*. *mori* [15]. However, only a few maternal genes have been researched sufficiently. For example, *BmCad* was a homologue of *Drosophila Cad* which revealed a very similar but distinct genetic hierarchy compared to *Drosophila* [16]. *BmHNF-4* transcribed two isoforms as components of follicular cell differentiation [17]. The polypeptides encoded by the *BmHNF-4* gene were required during both early and more advanced stages of embryogenesis. *BmVLG*, whose mRNA or protein products were deposited in the oocyte cytoplasm, was expressed in both unfertilized eggs and embryonic stages of fertilized eggs [18]. Although these studies demonstrated the functions of maternal genes during the development of the zygote, it is still limited to explain the molecular mechanisms of early oogenesis and the embryogenesis of the silkworm.

In this study, we identified potential maternal genes in silkworm. Also, the expression profiles of maternal genes were determined 24 h after spawning. The whole workflow is as follows (**Fig 1)**:

**Fig 1:**
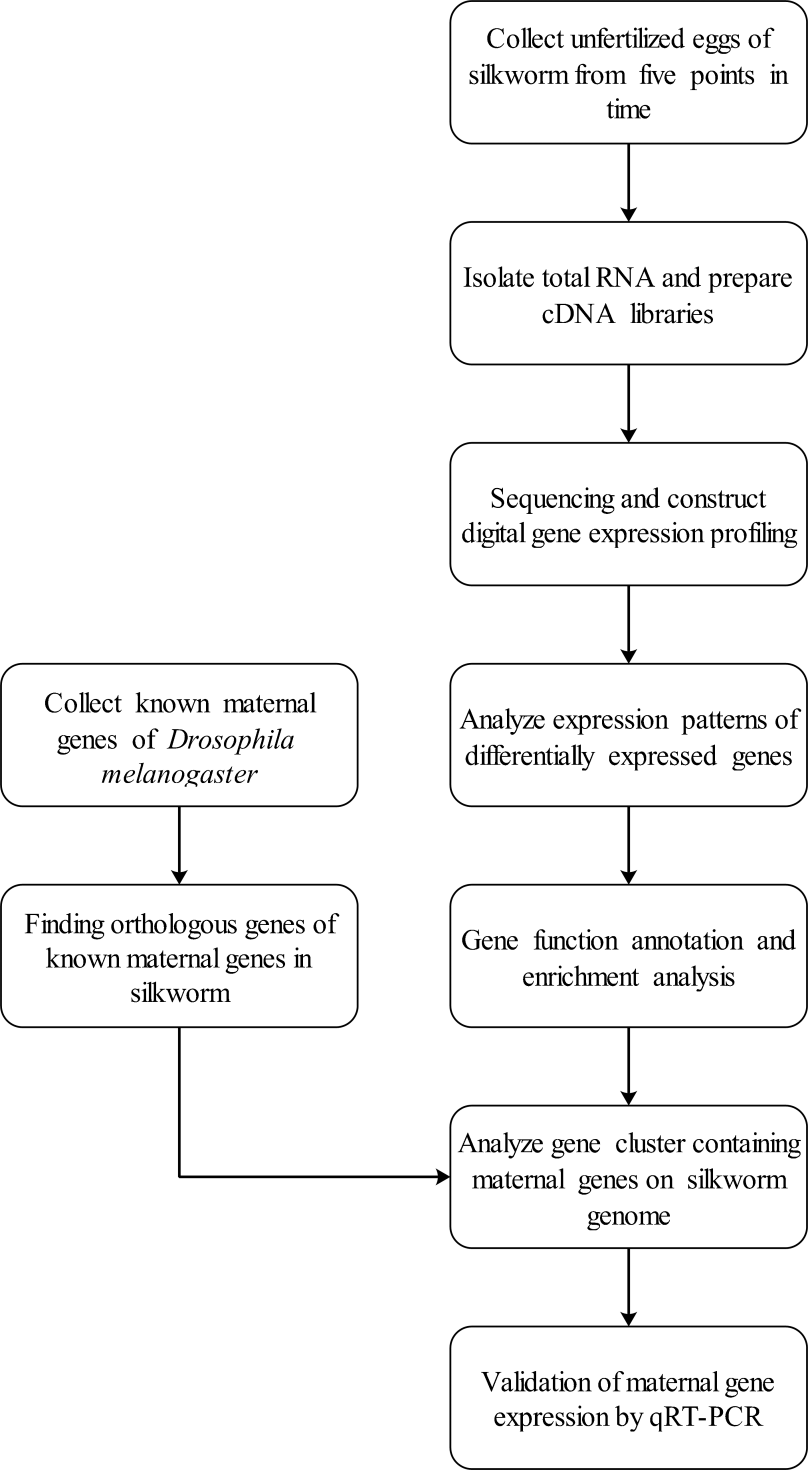
Workflow. Experimental design and schematic diagram of the workflow to identify maternal genes of *Bombyx mori*.

First, unfertilized eggs were collected from five points-in-time after spawning. Second, total RNA was isolated and cDNA libraries were constructed using the sample of each time. After that, analyses of digital gene expression profiling were performed on all cDNA libraries and 12,264 genes were annotated. The orthologous genes with the known maternal genes of *Drosophila melanogaster* were analyzed as potential maternal genes of *B*. *mori*. The expression patterns of these orthologous maternal genes were analyzed, and the molecular functions of differentially expressed genes was annotated. This study will provide a new perspective for understanding the early development of silkworm.

## Materials and methods

### Sample preparation

The *B*. *mori* strain Dazao was obtained from the Sericulture Research Institute of China Academy of Agricultural Sciences. The larvae were reared under standard conditions until spawning (25°C and 70% humidity). Unfertilized and fertilized embryos were collected at specific points-in-time (0 h, 6 h, 12 h, 18 h, 24 h). The fertilized embryos of five time points were only used to real-time quantitative PCR analysis. 0 h is defined as the 15^th^ minutes after most female moths spawn. The conditions during embryo collection were 25°C and 70% humidity with 12-h light/12-h dark photoperiod. All samples were immediately stored in liquid nitrogen.

### RNA extraction

Total RNA was extracted from embryos at various times using the total RNA isolation kit (Qiagen, USA) according to the manufacturer’s instructions. The mRNA was purified by Oligo(dT) magnetic beads (Invitrogen, USA), and then used as templates for cDNA synthesis.

### Digital gene expression profile

The 5' end of tags which recognized and cut off the CATG sites on cDNAs were generated by endonuclease Nla III. The fragments apart from the 3' cDNA fragments connected to Oligo(dT) beads were washed away and the Illumina adaptor 1 was ligated to the sticky 5' end of the digested bead-bound cDNA fragments. The junction of Illumina adaptor 1 and CATG site was the recognition site of MmeI, which was a type of endonuclease with separated recognition sites and digestion sites. It cut 17bp downstream of the CATG site to produce tags with adaptor 1. After removing 3' fragments with magnetic beads precipitation, Illumina adaptor 2 was ligated to the 3' ends of tags to acquire tags with different adaptors of both ends to form a tag library. The raw tags were sequenced by the Illumina HiSeq^TM^ 2000. Clean tags were generated by removing the 3' adaptor sequence, low quality tags, tags with a copy number of 1 and tags which were too long or too short, leaving only tags which were 21 bp long.

### Annotation of expressed genes

A virtual library containing all of the possible CATG+17 bases sequences of the reference gene sequences were constructed based on the silkworm database (ftp://silkdb.org) for gene annotation. All clean tags were mapped to the reference sequences and only 1bp mismatches were considered. Clean tags mapped to reference sequences from multiple genes were filtered. The remaining clean tags were designated unambiguous clean tags. Unambiguous clean tags were used to identify genes and assess the expression level of genes. A gene mapped by at least one count tag is defined as an expressed gene.

### Identification of differentially expressed genes (DEGs)

The DEGs in the samples were identified based on digital gene expression profiling following the method of Audic S *et al*. [19]. Multiple-test correction was performed to control the false discovery rate (FDR) [20]. Genes with FDR≤0.01 and |log_2_ Ratio|≥1 were defined as the DEGs. The DEGs were obtained following two strategies: (I) The sample from four time points, except 0 h, was compared with the sample from 0h. (II) Each sample was compared with the sample of the prior point in time.

### Orthologous analysis

Maternal genes of *Drosophila melanogaster* were obtained from NCBI based on the retrieve conditions "(maternal) AND 7227[Taxonomy ID]". Orthologous genes in *B*. *mori* were collected from OrthoDB v9 [21].

### Genes expression patterns among different time points

Based on strategy I, a gene with a log2 Ratio of TPM for all time points would be selected when its expression levels were significantly different in any comparison. The expression patterns were clustered using hierarchical cluster analysis. The Pearson's correlation of log2 Ratio among the genes was used as the distance for clustering.

### GO annotation and enrichment analyses

All 14,623 genes obtained from silkworm database were annotated for protein function using InterProScan 5.19.58 (http://www.ebi.ac.uk/interpro/) with the "-goterms" parameter [22]. The GO enrichment was evaluated using the Fisher’s exact test function implemented in Blast2GO (*P*≤0.01).

### Real-time quantitative PCR analysis

In order to analyze the orthologous maternal differentially expressed genes (OMDEGs) identified by our transcriptome sequencing analysis between unfertilized and fertilized embryos, reverse transcription quantitative PCR (RT-qPCR) was adopted. Total RNA from each sample was used to synthesize the first strand cDNA using the PrimeScript Reverse Transcriptase kit (TaKaRa, China) according to the instructions of the manufacturer. RT-qPCR was carried out in an ABI PRISM® 7300 Sequence Detection System (Applied Biosystems) using SYBR Green Supermix (TaKaRa, China) according the instructions of the manufacturer. The thermal cycling conditions profile consisted of an initial denaturation at 94°C for 10 min, followed by 40 cycles of 94°C for 15 s, and 60°C for 31 s, and then an extension. The expression levels were calculated using the 2^-ΔΔCT^ method. *Bmactin3* was used as a reference gene.

## Results

### Summary of digital gene expression (DGE) profiles

Five time-series samples were prepared which were collected at 0 h, 6 h, 12 h, 18 h and 24 h after unfertilized embryo spawning. 

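One DGE tag library was made from unfertilized Dazao eggs at each of the 5 times, 0, 6, 12, 18 and 24 h after spawning, and no time has a replicate library. A tag is the 17 bases next to an NlaIII site (CATG) of a transcript, so tag counts carry no correction for gene length. The authors removed adaptor tags, low-quality tags, tags of the wrong length and tags seen 1 time, which left 5854282 clean tags at 0 h, 5717831 at 6 h, 5607394 at 12 h, 5704932 at 18 h and 5673650 at 24 h. They matched these to virtual tags of silkworm genes with at most 1 mismatch, removed tags that hit several genes, and divided each gene's count by the clean tags of its library to give TPM. The deposited table lists 7719 genes with their counts and TPM at the 5 times. Here the counts of each pair of libraries were compared with the Audic-Claverie test, taken as 2-sided, with Benjamini-Hochberg adjustment over the genes that had a tag in the pair. A gene was taken as a DEG at the paper's stated thresholds, an FDR of at most 0.01 and an absolute log2 ratio of TPM of at least 1, with a count of 0 set to 0.01 TPM. With 1 library per time, a call compares a pair of libraries and not a pair of conditions, and the spread between egg batches is not measured. The 95% intervals of log2 ratios are exact (Clopper-Pearson) and cover counting error only. A count of 0 allows up to 3 tags, which is 0.512 to 0.535 TPM, and also holds genes whose tags were seen 1 time and removed. Folds from or to 0 tags were computed with 3 tags in place of 0 and are given as "at least". They bound the count of 0 alone and leave out the counting error of the other count, so they are not 95% limits.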

DGE tag libraries were constructed and sequenced using the Illumina HiSeq^TM^ 2000. In total, 5.7–6.0 million raw tags were generated from each library, 96.97–98.07% of which were filtered as clean tags after quality control. Among the clean tags of each sample, a total of 0.08–0.11 million tags were distinct. 

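Clean tags came from fewer distinct sequences in the 24 h eggs, and the most abundant genes took more of them. There were 105259 distinct clean tags at 0 h, 104536 at 6 h, 104115 at 12 h, 99597 at 18 h and 82971 at 24 h. Each distinct tag was seen 55.6 times on average at 0 h and 68.4 times at 24 h. The 100 genes with the most tags in a library held 37.5% of the tags counted on genes at 0 h, 35.0% at 6 h, 42.0% at 12 h, 49.7% at 18 h and 57.3% at 24 h.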

The details of tag sequencing are listed in **Table 1**. In each sample, 7–9% of distinct clean tags had more than 100 copies, 35–38% of them had 6 to 100 copies and 54–57% of had 2 to 5 copies. This indicates that most of them were expressed at a low level and a small part of them were expressed at a very high level. The raw data have been submitted to the GEO database with the accession number of GSE109815.

**Table 1:** Summary of tags and mapped genes in the DEG libraries.

Summary		0h	6h	12h	18h	24h
**Raw Data**	Total	6033953	5896636	5782715	5865535	5785000
	Distinct Tag	282267	280867	277144	258012	191942
**Clean Tag**	Total number	5854282	5717831	5607394	5704932	5673650
	Distinct Tag number	105259	104536	104115	99597	82971
**All Tag-Mapping to Gene**	Total number	769935	791770	814159	1034126	1270324
	Total % of clean tag	13.15%	13.85%	14.52%	18.13%	22.39%
	Distinct Tag number	18456	19755	18374	18812	16892
	Distinct Tag % of clean tag	17.53%	18.90%	17.65%	18.89%	20.36%
**Unambiguous Tag-Mapping to Gene**	Total number	755083	778145	805111	1020601	1251238
	Total % of clean tag	12.90%	13.61%	14.36%	17.89%	22.05%
	Distinct Tag number	18217	19505	18139	18549	16626
	Distinct Tag % of clean tag	17.31%	18.66%	17.42%	18.62%	20.04%
**All Tag-mapped Genes**	number	6374	6457	6344	6732	6133
	% of ref genes	43.59%	44.16%	43.38%	46.04%	41.94%
**Unambiguous Tag-mapped Genes**	number	6183	6286	6193	6516	5912
	% of ref genes	42.28%	42.99%	42.35%	44.56%	40.43%
**Mapping to Genome**	Total number	4187834	4100044	3947447	3827770	3634083
	Total % of clean tag	71.53%	71.71%	70.40%	67.10%	64.05%
	Distinct Tag number	58257	58143	57482	58627	50707
	Distinct Tag % of clean tag	55.35%	55.62%	55.21%	58.86%	61.11%
**Unknown Tag**	Total number	896513	826017	845788	843036	769243
	Total % of clean tag	15.31%	14.45%	15.08%	14.78%	13.56%
	Distinct Tag number	28546	26638	28259	22158	15372
	Distinct Tag % of clean tag	27.12%	25.48%	27.14%	22.25%	18.53%

### Analysis of tag mapping

For tag mapping, a reference tag database containing 54,721 unambiguous reference tags and 12,264 genes with CATG sites was constructed based on the silkworm database (ftp://silkdb.org). In total, 17–20% of distinct tags in five DGE libraries were mapped to the genes and 40–45% of known silkworm genes were expressed in the sampled oocytes according to matched unambiguous tags (**Table 1**). 

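Silkworm genes took a growing share of the clean tags after 12 h. Unambiguous tags on genes were 12.9% of the clean tags at 0 h, 13.6% at 6 h, 14.4% at 12 h, 17.9% at 18 h and 22.1% at 24 h. The number of genes with such a tag did not follow that share, with 6183 at 0 h, 6516 at 18 h and 5912 at 24 h in the deposited summary. In the deposited table of genes, which holds 90.8% to 92.0% of these tags, 6024 genes had a tag at 6 h, 5884 at 12 h, 6136 at 18 h and 5443 at 24 h. The median detected gene had 17 tags at 0 h and 15 tags at 24 h, and 1261 and 1324 genes had more than 100 tags at these times. The exact 95% interval of each share of clean tags, on genes, on the genome or with no match, reaches at most 0.0395 percentage points to either side. These intervals cover counting error only and not the spread between egg batches or libraries.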

In the remaining district tags, 55–61% were mapped to the silkworm genome; 19–27% of tags distinguished as unknown could not be mapped to the reference tag library.

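Counted over all clean tags and not over distinct ones, tags matched to the genome outside the genes made up 71.5% of the library at 0 h, 71.7% at 6 h, 70.4% at 12 h, 67.1% at 18 h and 64.1% at 24 h. Tags with no match made up 15.3% at 0 h, 14.4% at 6 h, 15.1% at 12 h, 14.8% at 18 h and 13.6% at 24 h. The share outside the genes was thus lowest in the 24 h eggs, when the share on genes was highest.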

### Differentially expressed genes among different times

To identify genes with a significant change in expression during different developmental stages, the expression abundances of tag-mapped genes were normalized by counting the number of transcripts per million (TPM) clean tags. Tag abundances and TPM values of expressed genes are shown in **S1 Table**.

The DEGs among five samples were filtered with the threshold of FDR ≤0.01 and the |log_2_ Ratio|≥1. Gene expressions were compared based on two strategies, as described above.

Based on strategy I, the results showed that the number of DEGs was increased with time (**Fig 2A**). 

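The 24 h eggs differed most from the 0 h eggs, in both directions. BGIBMGA006239 and BGIBMGA013342 had 0 tags at 0 h and rose to 32853 and 12811 tags at 24 h, at least 11299.6-fold and at least 4406-fold higher. BGIBMGA008662 fell from 3332 to 33 tags, a log2 ratio of -6.61 (95% interval -7.15 to -6.12), and BGIBMGA003929 fell from 675 to 7 tags, a log2 ratio of -6.55 (95% interval -7.87 to -5.50). Against 0 h there were 81 DEGs at 6 h (44 higher and 37 lower), 406 at 12 h (140 higher and 266 lower), 885 at 18 h (565 higher and 320 lower) and 2283 at 24 h (1014 higher and 1269 lower). Of the genes that rose by 24 h, 299 had 0 tags at 0 h, and of those that fell, 372 had 0 tags at 24 h. The tests covered 6456, 6447, 6694 and 6801 genes. The split between higher and lower DEGs moved with the library size used for scaling. With clean tags the higher DEGs made up 54.3% at 6 h, 34.5% at 12 h, 63.8% at 18 h and 44.4% at 24 h. With the total of tags on genes they made up 38.9%, 20.7%, 24.9% and 19.6%, with TMM library sizes 20.9%, 28.1%, 56.6% and 47.6%, and with median-of-ratios size factors 21.8%, 29.5%, 55.6% and 54.9%. Among genes with at least 10 tags in both libraries, the median log2 ratio of 24 h to 0 h was 0.05 with clean tags, -0.73 with the total of tags on genes, 0.16 with TMM and 0.34 with median-of-ratios. The same median was 0.04 and -0.43 at 18 h with clean tags and with tags on genes, and 0.14 at 6 h with clean tags against -0.03 with TMM and -0.02 with median-of-ratios.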

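Most DEGs against 0 h changed late. BGIBMGA009648, 1 of the genes annotated to the nucleosome, had 3191 tags at 0 h, 5217 at 6 h, 5619 at 12 h and 4984 at 18 h before it fell to 54 tags at 24 h. BGIBMGA001595 had 0 tags at 0 h and 3 tags at 18 h and reached 6117 tags at 24 h, at least 2104-fold above 0 h. Over the 4 comparisons with 0 h, 2690 genes were a DEG at least 1 time. Of these, 1899 were DEGs in 1 comparison, 635 in 2, 138 in 3 and 18 in 4, and 1563 were DEGs at 24 h alone. The 18 h and 24 h eggs shared 619 DEGs, of which 30 went in opposite directions.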

In total 2,167 genes were identified as DEGs at each time point of 6 h, 12 h, 18 h and 24 h. These DEGs and their log2-fold changes of expression were used for clustering analysis in the next step (**S2 Table**). Eleven common genes were differentially expressed across all four time points (**Fig 2B**).

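Genes that differed from 0 h at every later time included the match of the fly checkpoint kinase gene lok. This gene, BGIBMGA005370, fell already by 6 h, with a log2 ratio of -1.04 (95% interval -1.50 to -0.58), and was 7.30-fold lower at 24 h, a log2 ratio of -2.87 (95% interval -3.69 to -2.13). BGIBMGA007121 fell from 208 tags at 0 h to 95 at 6 h and 69 at 24 h. BGIBMGA009012 rose from 109 tags at 0 h to 253 at 6 h, 705 at 18 h and 388 at 24 h, and BGIBMGA005550, annotated to the nucleosome, rose from 47 tags to 101 at 6 h, 257 at 18 h and 142 at 24 h. In all, 18 genes were DEGs in each of the 4 comparisons, 6 of them higher and 12 lower throughout. The split was 1 higher and 23 lower with the total of tags on genes, 3 and 19 with TMM, and 3 and 18 with median-of-ratios. Independent lists of these sizes would share 0.00839 higher and 0.0095 lower genes, but these comparisons share the 0 h library and are not independent. BGIBMGA005550 was not called at 24 h with the total of tags on genes, nor at 6 h with TMM or median-of-ratios scaling.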

**Fig 2:**
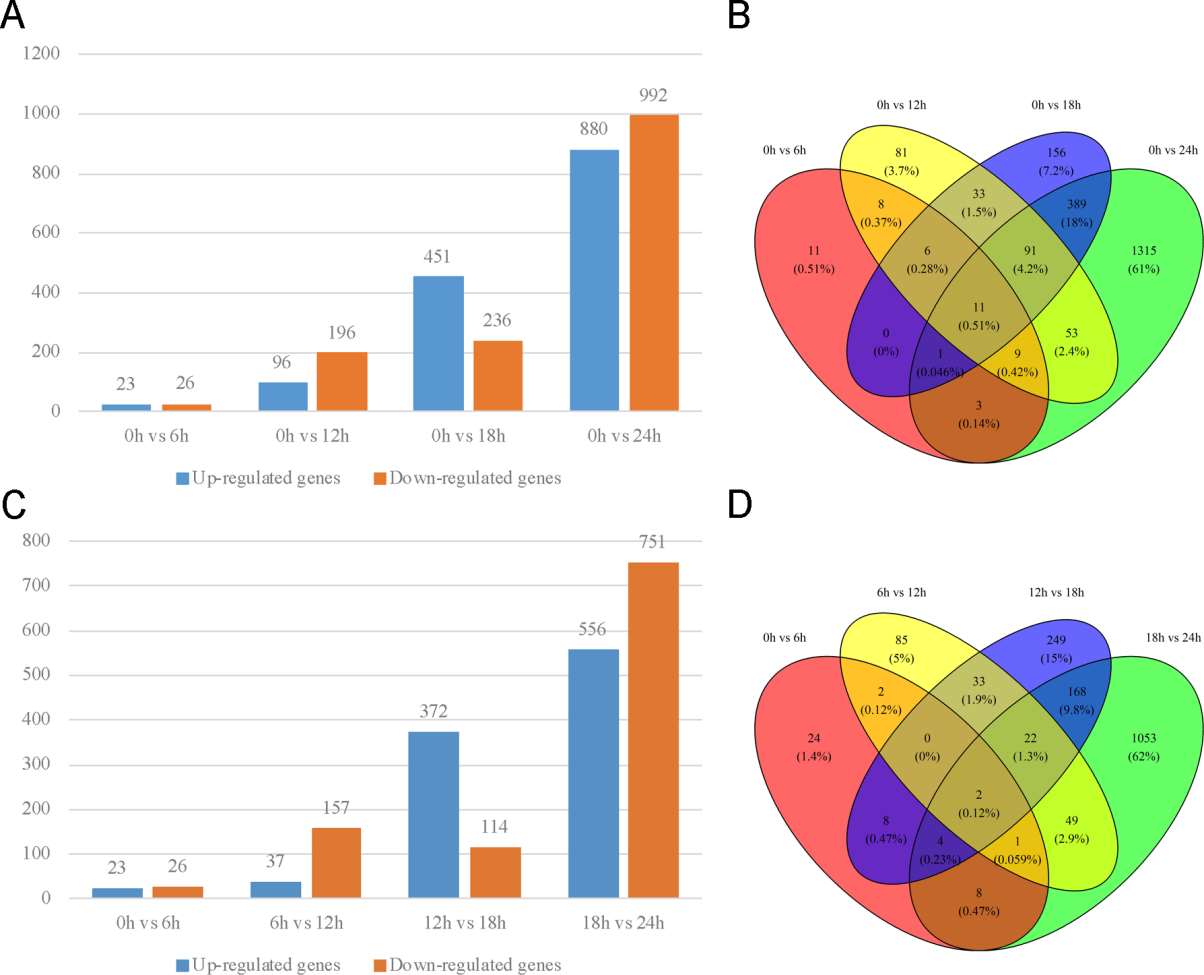
Summary of differentially expressed genes among five points in time. (A) Compared with 0 h, up-regulated and down-regulated genes for the other four times. (B) Venn diagram of differentially expressed genes in Fig 2A. (C) Compared with prior time point, up-regulated and down-regulated genes for the current time point. (D) Venn diagram of differentially expressed genes in Fig 2C. Blue bar indicates up-regulated gene and orange bar indicates down- regulated gene.

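Between 6 h and 12 h most DEGs fell. BGIBMGA008662 fell from 2751 to 314 tags in this interval, a log2 ratio of -3.10 (95% interval -3.28 to -2.93), and BGIBMGA003711 fell from 207 to 29 tags, a log2 ratio of -2.81 (95% interval -3.42 to -2.24). BGIBMGA003444 rose from 0 to 588 tags, at least 199.9-fold, and BGIBMGA004911 rose from 362 to 1180 tags, a log2 ratio of 1.73 (95% interval 1.56 to 1.91). There were 269 DEGs between 6 h and 12 h, 607 between 12 h and 18 h and 1662 between 18 h and 24 h. Of the 269, 61 were higher and 208 lower at 12 h. The higher genes made up 22.7% of these DEGs with clean tags, 15.4% with the total of tags on genes, 37.5% with TMM and 38.1% with median-of-ratios.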

Based on strategy II, a similar trend was observed, where the number of DEGs increased with time (**Fig 2C**). A total of 372 genes showed significant up-regulation from 12 h to 18 h, but 751 genes showed significant down-regulation from 18 h to 24 h. 

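More genes rose than fell from 12 h to 18 h with clean tags, and more fell than rose from 18 h to 24 h. From 12 h to 18 h, 445 genes rose and 162 fell, and from 18 h to 24 h, 654 rose and 1008 fell. BGIBMGA013342 rose from 2 to 588 tags by 18 h, a log2 ratio of 8.17 (95% interval 6.32 to 11.22), while BGIBMGA001159, annotated to phosphatidylinositol binding, fell from 271 to 54 tags and BGIBMGA011441 from 213 to 47 tags. From 18 h to 24 h, BGIBMGA000462 rose from 9 to 7857 tags, a log2 ratio of 9.78 (95% interval 8.85 to 10.91), and BGIBMGA011468 fell from 391 to 6 tags, a log2 ratio of -6.02 (95% interval -7.47 to -4.88). BGIBMGA009648 showed the largest fall by the rule used here, a log2 ratio of -6.52 (95% interval -6.94 to -6.13). The higher genes made up 73.3% of the DEGs from 12 h to 18 h with clean tags, 41.2% with the total of tags on genes, 72.5% with TMM and 70.6% with median-of-ratios. From 18 h to 24 h they made up 39.4% with clean tags, 24.4% with the total of tags on genes, 49.6% with TMM and 58.8% with median-of-ratios.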

There were 57 common DEGs between the 6 h and 12 h groups and the 12 h and 18 h groups. 

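Genes that changed in both intervals around 12 h were mostly low at 12 h, and some rose through it. BGIBMGA004970 rose from 0 tags at 6 h to 54 at 12 h and 236 at 18 h, and BGIBMGA011781 rose from 2 tags to 92 and then 466. BGIBMGA003711 fell to 29 tags at 12 h and was back at 149 tags at 18 h, a log2 ratio of 2.34 (95% interval 1.76 to 2.96). In all, 79 genes were DEGs in both intervals, of which 61 fell and then rose, 11 rose in both, 4 rose and then fell and 3 fell in both. Independent lists of these sizes would share 12.4 genes that fell and then rose. The intervals are not independent, since both use the 12 h library.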

In total, 85.96% of them were down-regulated from 6 h to 12 h and 91.23% were up-regulated from 12 h to 18 h (**Fig 2D**). Conversely, there were 196 common DEGs between the 12 h vs. 18 h groups and the 18 h vs. 24 h groups. 

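The match of the fly translation initiation gene eIF-4a, BGIBMGA003186, was 1 of the genes low at 12 h. It fell from 634 to 180 tags by 12 h, a log2 ratio of -1.79 (95% interval -2.04 to -1.55), and rose to 652 tags by 18 h, a log2 ratio of 1.83 (95% interval 1.59 to 2.08). Of the 79 DEGs shared by both intervals, 64 fell from 6 h to 12 h (81.0%) and 72 rose from 12 h to 18 h (91.1%). The 61 genes that fell and rose had a median of 117 tags at 6 h, 34 at 12 h and 109 at 18 h, and 55 of them were within 1 log2 unit of their 6 h level at 18 h. With TMM and with median-of-ratios scaling, 47 of the 61 kept both calls. With an assumed biological coefficient of variation of 0.2 between libraries 2 of them did, and with 0.4 none.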

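Around 18 h, some genes rose in both intervals and others peaked. BGIBMGA003186 rose further from 652 to 2059 tags by 24 h, a log2 ratio of 1.67 (95% interval 1.54 to 1.80), and BGIBMGA006239 rose from 20 tags at 12 h to 2188 at 18 h before its level at 24 h. BGIBMGA011781 fell back from 466 to 53 tags by 24 h, a log2 ratio of -3.13 (95% interval -3.57 to -2.72), and BGIBMGA004970 from 236 to 41 tags, a log2 ratio of -2.52 (95% interval -3.03 to -2.03). There were 250 DEGs shared by both intervals, of which 107 rose in both, 91 rose and then fell, 38 fell in both and 14 fell and then rose. Independent lists would share 38.8, 59.9, 21.8 and 14.1 such genes. The intervals are not independent, since both use the 18 h library.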

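The genes shared around 18 h mostly rose first and then parted. Of the 250 genes, 198 rose from 12 h to 18 h (79.2%) and 121 rose from 18 h to 24 h (48.4%). Among the 198 that rose first, the 107 that rose again were 54.0%. The first share was 48.8% with the total of tags on genes. The later share was 27.6% with that total, 57.4% with TMM and 63.5% with median-of-ratios.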

Overall, 79.08% were up-regulated from 12 h to 18 h, while 51.53% of them maintained high expression levels from 18 h to 24 h. 

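The 3 genes called in every interval from 0 h on were BGIBMGA008917, BGIBMGA000475 and BGIBMGA001954, and the last 2 were named after their values had been seen. All of them were lowest at 12 h and highest at 24 h. BGIBMGA008917 had 55, 20, 3, 46 and 338 tags at 0, 6, 12, 18 and 24 h, BGIBMGA000475 had 254, 118, 35, 130 and 388, and BGIBMGA001954 had 97, 194, 53, 178 and 529. Over the 3 intervals after 6 h, 38 genes were DEGs each time. BGIBMGA004978 was among them, with 881 tags at 6 h, 247 at 12 h, 1216 at 18 h and 277 at 24 h.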

Only two common genes were differentially expressed consistently over the entire period.

### Orthologous maternal genes (OMGs) between *Drosophila melanogaster* and *Bombyx mori*

Ninety-nine maternal genes from *Drosophila melanogaster* were collected from the NCBI database. Fifty-one were found to be consistent with 76 OMGs in the *B*. *mori* genome (**S3 Table**). 

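Silkworm matches of fly maternal genes changed in both directions, with those of ndl and CycB lower and that of dpp higher at 24 h than at 0 h. Of the 76 OMGs, 60 had a tag at some time, 15 were not in the deposited table and 1 was listed there at 0 tags. Of the 60, 28 were DEGs against 0 h, 17 of them lower and 12 higher in at least 1 comparison. A level above 10 TPM at some time was reached by 13 of the 28 OMDEGs (46.4%, exact 95% interval 27.5% to 66.1%) and by 6 of the other 32 (18.8%, exact 95% interval 7.21% to 36.4%), which gives p = 0.028 in a 2-sided Fisher's exact test over genes. Genes are not independent replicates, so the p describes these libraries alone. The tag count itself limits which genes can be called: among all other detected genes, 53.3% of the DEGs and 16.8% of the rest were above 10 TPM.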

Sixty OMGs were detected as expressed genes, with twenty-three of them being DEGs according to strategy I. The expression levels of 56.52% (13/23) of orthologous maternal DEGs (OMDEGs) were up-regulated for more than 10 TPM for at least one point-in-time, but this proportion of orthologous maternal non-DEGs was only 16.22% (6/37). This indicates that most non-DEG maternal genes were poorly expressed even almost unexpressed.

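The OMGs that were not DEGs were mostly low in these eggs. Of the 32, 26 stayed at or below 10 TPM at every time, 11 stayed below 1 TPM, and 10 had fewer than 10 tags summed over the 5 libraries. The median of their highest TPM was 1.74, against 9.59 in the OMDEGs. Others were abundant without a call, such as the match of the fly corepressor gene Bin1 (BGIBMGA011014) with 819, 769, 1036, 1037 and 706 tags at the 5 times. The match of shot (BGIBMGA004415), which links microtubules to actin, had 600, 378, 431, 417 and 338 tags. No gene with fewer than 8 tags over the 5 libraries was a DEG against 0 h.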

### Analysis of time-series gene expression patterns

The majority of expressed genes showed time-specific expression patterns and could be clustered into 27 distinct groups (**S1 Fig**). 

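The largest expression clusters hold genes that fell at 24 h or rose by 24 h. Cluster 3 has 507 genes, cluster 1 has 294 and cluster 5 has 276, and with the 64 genes of cluster 9 they make up 52.7% of the 2167 clustered genes. The deposited assignment has 27 clusters of 2 to 507 genes, with a median of 41. The DEGs at the thresholds used here include 523 genes that are in no cluster. Clustering the log2 ratios again with Pearson correlation and average linkage into 27 groups placed 81.1% of the genes with the group that best matched their cluster (adjusted Rand index 0.53). The paper's text does not name the linkage, and the index was 0.62 with complete linkage and 0.45 with Ward linkage.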

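Some OMDEGs had profiles of their own. The match of Nelf-E (BGIBMGA003207), a subunit of the negative elongation factor, rose from 53 tags at 0 h to 279 at 24 h, a log2 ratio of 2.44 (95% interval 2.01 to 2.89). The match of the nesprin gene Msp300 (BGIBMGA010471) had 2 tags at 0 h, 0 tags at 6, 12 and 18 h and 40 tags at 24 h, a log2 ratio of 4.37 (95% interval 2.42 to 7.46), and that of the serine protease gene snk (BGIBMGA012427) rose from 0 to 16 tags at 24 h, at least 5.50-fold. The match of the potassium channel gene KCNQ (BGIBMGA003731) had 13 tags at 0 h and 0 tags at 24 h, at least 4.20-fold lower, and that of spoon (BGIBMGA006841) fell from 321 to 151 tags at 18 h, a log2 ratio of -1.05 (95% interval -1.34 to -0.77). A match of ea (BGIBMGA005172) fell to 54 tags at 18 h and then rose to 176 at 24 h, a log2 ratio of 1.71 (95% interval 1.27 to 2.18). These 6 genes are each in a cluster with no other OMDEG. Of the 28 OMDEGs found here, 5 are in no deposited cluster, the matches of pie, Egfr, Snap25 and glo and 1 of the matches of tld. The FDR of each of these 5 was above 0.001, under which the deposited tables of DEGs end.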

Twenty-three OMDEGs were distributed among 13 clusters (**Table 2**). 

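Clusters 1 and 3 hold OMDEGs that fell by 24 h. The match of rod (BGIBMGA002655), a kinetochore gene, fell from 57 to 4 tags, a log2 ratio of -3.79 (95% interval -5.71 to -2.35). That of the bZIP transcription factor gene vri (BGIBMGA013421) fell from 37 to 0 tags, at least 12.0-fold, and that of Polycomb (BGIBMGA006904) fell from 25 to 4 tags, a log2 ratio of -2.60 (95% interval -4.58 to -1.06). Of the 28 OMDEGs, 4 are in cluster 1, 6 in cluster 3, 2 in cluster 5 and 2 in cluster 9, together 14 or 50.0%.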

Four clusters (Cluster 1, 3, 5, and 9) contained at least two OMDEGs and accounted for more than half of OMDEGs. The expression pattern of cluster 1 revealed a sustained downward trend after spawning, while the expression pattern of cluster 3 showed a flattening trend before 18h and a sharp decline after 18h (**Fig 3**). 

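All genes of clusters 1 and 3 fell by 24 h, and more of those in cluster 1 had fallen before. The clusters were made from these same log2 ratios, so the shared fall is not a separate result. The mean log2 ratio to 0 h of the 294 genes in cluster 1 was 0.11 (SD over genes 0.41) at 6 h, -0.64 (SD 0.70) at 12 h, -1.16 (SD 0.76) at 18 h and -3.22 (SD 2.18) at 24 h. In this cluster 37 genes were lower DEGs at 12 h, 104 were lower DEGs at 18 h and all 294 were lower DEGs at 24 h. The mean of the 507 genes in cluster 3 was 0.01 (SD 0.58) at 6 h, -0.01 (SD 0.60) at 12 h, -0.41 (SD 0.74) at 18 h and -4.94 (SD 2.91) at 24 h. At 18 h 39 of them were lower DEGs, and at 24 h all 507 were. At 24 h 34 genes of cluster 1 and 191 of cluster 3 had 0 tags, and with counts raised to at least 3 tags the means at 24 h were -2.52 and -2.73.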

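Most genes of cluster 5 rose by 18 h. The mean log2 ratio to 0 h of its 276 genes was 0.13 (SD over genes 0.67) at 6 h, 1.31 (SD 1.99) at 12 h, 3.15 (SD 2.99) at 18 h and 4.06 (SD 3.63) at 24 h. In this cluster 1 gene was a higher DEG at 6 h, 29 were at 12 h, 197 at 18 h and 272 at 24 h. The genes at 0 tags at 0 h numbered 64, and with counts raised to at least 3 tags the mean at 24 h was 2.73.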

The expression trend of genes in cluster 5 continuously increased from 0 h to 24 h (**Fig 3**). 

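Genes of cluster 9 were highest at 18 h. The match of vfl (BGIBMGA012283), known in the fly as zelda and as an activator of the early zygotic genome, had 3 tags at 0 h, 13 at 6 h, 6 at 12 h, 30 at 18 h and 13 at 24 h. Its rise from 12 h to 18 h was a log2 ratio of 2.30 (95% interval 1.01 to 3.85), and from 18 h to 24 h it was not a DEG. The mean log2 ratio to 0 h of the 64 genes in the cluster was 0.36 (SD over genes 0.47) at 6 h, 0.33 (SD 0.55) at 12 h and 2.16 (SD 1.69) at 18 h. All 64 were higher DEGs at 18 h, and 29 still were at 24 h. With counts raised to at least 3 tags the mean was 1.79 at 18 h and 1.05 at 24 h.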

The expression trend of genes in cluster 9 increased from 12 h to 18 h and then decreased after 18h (**Fig 3**). All clusters including DEGs are listed in **S4 Table**.

**Fig 3:**
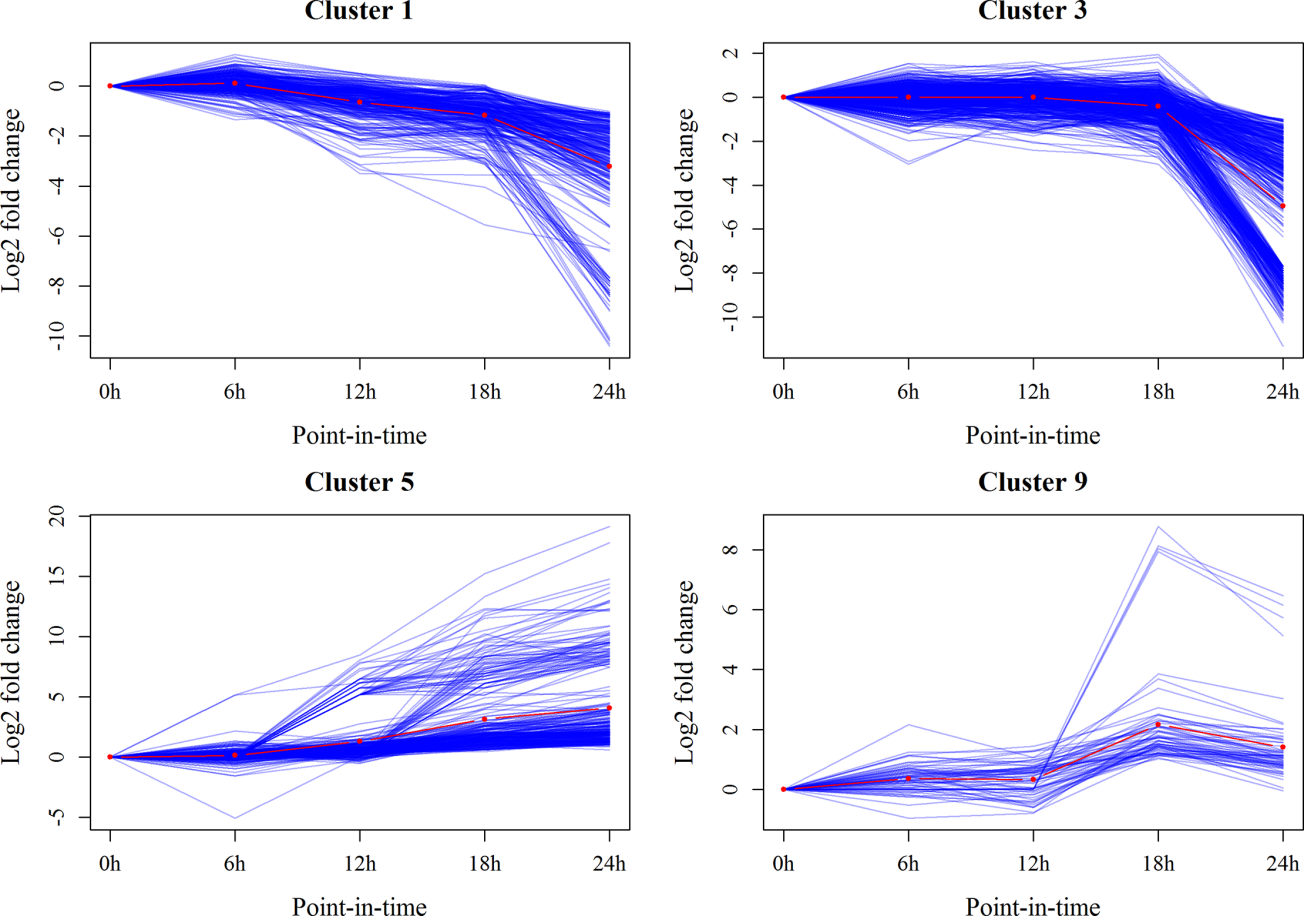
Four expression patterns of differentially expressed genes containing more than two maternal genes. Blue lines indicate the expression pattern of genes in current cluster. Red line indicates the average expression level of genes.

**Table 2:** The distribution of OMDEGs among the clusters.

Cluster	No. of OMDEGs	No. of total DEGs	Orthologous maternal DEGs
**1**	4	294	BGIBMGA010673, BGIBMGA006904, BGIBMGA005370, BGIBMGA001950
**3**	6	507	BGIBMGA013421, BGIBMGA005594, BGIBMGA003747, BGIBMGA002655, BGIBMGA008249, BGIBMGA014089
**5**	2	276	BGIBMGA004822, BGIBMGA010384
**6**	1	69	BGIBMGA011857
**7**	1	44	BGIBMGA012427
**8**	1	67	BGIBMGA010471
**9**	2	64	BGIBMGA012283, BGIBMGA013746
**11**	1	57	BGIBMGA003731
**12**	1	49	BGIBMGA010644
**14**	1	128	BGIBMGA003207
**15**	1	41	BGIBMGA006841
**18**	1	39	BGIBMGA003186
**23**	1	24	BGIBMGA005172

### Gene clusters of OMDEGs in the *B*. *mori* genome

The neighboring genes in the linking chromosomal locations usually have similar expression patterns and functions [23]. To investigate the genes correlated with OMDEGs, linking chromosome locations of DEGs were analyzed. The genes which were less than 50 kb from the OMDEG were defined as a gene cluster. Twenty-two gene clusters including 123 genes were identified from 18 scaffolds (**S5 Table**). Sixteen DEGs were located on 14 gene clusters and neighbored OMDEGs. Among them, BGIBMGA008251 had a close relationship with an OMDEG (BGIBMGA008249) with a similar expression pattern. 

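Genes beside OMDEGs were not found to be DEGs more often than other genes. Of the 100 neighbours listed within 50 kb of an OMDEG, 64 were in the deposited table and 20, on 15 gene clusters, were DEGs against 0 h. Among genes with at least 8 tags over the 5 libraries, the lowest total of any DEG, 36.4% of 55 neighbours were DEGs (exact 95% interval 23.8% to 50.4%) and 43.4% of 6081 other genes. A 2-sided Fisher's exact test over genes gave p = 0.339, and genes are not independent replicates. The profiles of 9 of the 20 were positively correlated with that of their OMDEG over the times, and 1 of the 20 is in the same expression cluster.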

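BGIBMGA008251 and the match of the fly translational repressor gene smaug, BGIBMGA008249, both fell at 24 h. The first had 60, 61, 54, 60 and 5 tags at 0, 6, 12, 18 and 24 h, a log2 ratio of 24 h to 0 h of -3.54 (95% interval -5.21 to -2.24). The other had 42, 47, 46, 27 and 4 tags, a log2 ratio of -3.35 (95% interval -5.29 to -1.88). Neither was a DEG before 24 h. BGIBMGA008251 lies on scaffold nscaf2901 from 246586 to 249728 and BGIBMGA008249 from 270396 to 277071, 20668 bp apart, and both are in cluster 3.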

The expression levels of these genes were down-regulated from 0 h to 24 h.

### GO annotation and enrichment analysis

A total of 14,623 unique genes matched proteins in the silkworm database and 8,156 (55.78%) were annotated with GO terms. The molecular functions of OMGs were filtered for further analysis. Fifty-eight OMGs were annotated into 108 GO terms about molecular functions, including 19 OMDEGs, 27 non-differential expressed OMGs and 12 unexpressed OMGs. 

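The annotated OMGs that the paper groups as OMDEGs were also DEGs here. All 19 of them were DEGs against 0 h, and of the 39 annotated OMGs in the other groups, 27 had a tag at some time and 5 were DEGs. Among these 5 the match of Egfr (BGIBMGA000602), the epidermal growth factor receptor, fell from 44 to 19 tags at 24 h, a log2 ratio of -1.17 (95% interval -2.03 to -0.36). That call was not kept with TMM or median-of-ratios scaling.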

The molecular functions of annotated OMGs are listed in **S6 Table**.

GO enrichment analysis was performed for analyzing functions of DEG expression clusters using Fisher’s exact test in Blast2GO. GO terms with *P*-value≤0.01 were considered to show significant enrichment between the DEGs (**S7 Table**).

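Genes of the cluster 1 terms that could be tested included those of tetrapyrrole and glycine metabolism. Of the 7 genes of tetrapyrrole biosynthesis in the background, 3 are in cluster 1 (0.334 expected), and of 6 genes of cellular amino acid catabolism 3 are (0.286 expected). Of 4 genes of glycine catabolism 2 are in the background, and these 2 are in the cluster. The adjusted p was 0.0371 for the first of these terms and 0.0301 for the other 2, from 1-sided Fisher's exact tests adjusted over 296 pairs of term and cluster. Of all 10 measured genes of tetrapyrrole biosynthesis, 4 fell by 24 h and none rose, among them BGIBMGA001309 from 458 to 65 tags and BGIBMGA002540 from 126 to 14 tags. Of 14 genes of histone methyltransferase activity 5 fell and 2 rose, among them BGIBMGA000919, which fell from 418 to 181 tags. For this term the overlap with cluster 1 had an adjusted p of 0.109 from the same exact test. DEGs against 0 h at some time were 50% of these 14 genes, near the 47.6% of random lists matched on mean expression. For tetrapyrrole biosynthesis they were 40% against 35.9%. With median-of-ratios 2 of the 14 were called lower and 2 higher, and with the total of tags on genes 9 and 2. With clean tags the counts for both lists were the same adjusted over the list alone. The terms were chosen by the study on these samples and are not independent evidence, and 74 terms whose genes are listed in full could be tested. The smallest FDR that the paper's S7 Table gives for this cluster is the paper's 0.501.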

In cluster 1, a total of 109 DEGs were enriched in 13 GO terms of molecular function (MF) and 35 DEGs were enriched in 11 GO terms of biological processes (BP). 

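The match of me31B (BGIBMGA010673), an RNA helicase gene whose product represses translation of maternal mRNA in the fly, fell only late. It had 322 tags at 0 h, 469 at 6 h, 384 at 12 h, 292 at 18 h and 101 at 24 h, a log2 ratio of 24 h to 0 h of -1.63 (95% interval -1.96 to -1.30). The match of lok (BGIBMGA005370) fell early, with log2 ratios to 0 h of -1.98 (95% interval -2.60 to -1.41) at 12 h and -2.16 (95% interval -2.80 to -1.56) at 18 h.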

Two OMDEGs in cluster 1, including BGIBMGA010673 and BGIBMGA005370, were annotated in ATP binding, adenyl ribonucleotide binding and adenyl nucleotide binding functions. BGIBMGA005370 was involved in the protein modification process.

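Most measured genes annotated to the nucleosome and to cell division were lower at 24 h than at 0 h. Of 19 genes listed for the nucleosome, 6 were measured. Of these 6, 5 fell by 24 h and 1 rose, with a median log2 ratio of -3.75, or -2.96 with counts raised to at least 3 tags. The tags count only RNA held by oligo(dT) beads, so a fall in tags alone does not show a fall in the amount of mRNA. BGIBMGA009647 fell from 6850 tags at 0 h and 10739 at 18 h to 366 at 24 h, a log2 ratio to 0 h of -4.18 (95% interval -4.34 to -4.03), and BGIBMGA009792 fell from 3920 to 380 tags, a log2 ratio of -3.32 (95% interval -3.48 to -3.17). Of 9 genes of cell division 7 fell and none rose, among them BGIBMGA005071 from 114 to 40 tags and BGIBMGA005041 from 39 to 7 tags. The median of the 9 was -2.46, or -2.28 with counts raised to at least 3 tags. Of 22 genes of phosphatidylinositol binding 9 fell and 1 rose, and of 22 genes of thiol-dependent ubiquitinyl hydrolase activity 10 fell and 1 rose. Among random lists matched on mean expression, the medians lay at percentile 0.03 for the nucleosome, 5.29 for cell division, 17.8 for phosphatidylinositol binding and 3.05 for the hydrolases. DEGs against 0 h at some time were 50% of phosphatidylinositol binding, near the 47.0% of its matched lists, and 54.5% of the hydrolases against 42.2%. With median-of-ratios, 5 genes of cell division, 7 of phosphatidylinositol binding and 5 of the hydrolases fell. Of the genes in the background, 4 of 6 for the nucleosome and 4 of 8 for cell division are in cluster 3, each with an adjusted p of 0.0301 from the Fisher's exact tests. With clean tags the counts were the same adjusted over each list alone, and the lists were chosen by the study on these samples, so they are not independent evidence. The smallest FDR that the paper reports for the terms of this cluster is the paper's 0.128.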

In cluster 3, a total of 148 DEGs were enriched in 15 GO terms of MF and 115 DEGs were enriched in 30 GO terms of BP. Three OMDEGs in cluster 3, including BGIBMGA005594, BGIBMGA008249 and BGIBMGA014089, were enriched in protein binding function and involved in the macromolecule metabolic process.

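The match of nudel (ndl, BGIBMGA014089), a protease gene of the dorsoventral cascade of the fly, fell the most of these 3 in tags. It had 228, 383, 388, 139 and 4 tags at 0, 6, 12, 18 and 24 h, a log2 ratio of 24 h to 0 h of -5.79 (95% interval -7.68 to -4.41), and of 24 h to 18 h of -5.11. The match of smaug (BGIBMGA008249) was 10.2-fold lower at 24 h than at 0 h. The match of the metalloprotease gene tolloid (BGIBMGA005594) was at least 4.85-fold lower at 24 h.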

The enriched molecular functions were compared for four expression clusters (**S2 Fig)**. The results showed that genes involved in different expression clusters had distinct functions. 

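Genes of the ribosomal subunit were mostly higher at 24 h than at 0 h. Of 18 measured genes of the ribosomal subunit 14 rose and none fell, with a median log2 ratio of 2.72, among them BGIBMGA000867 from 1583 to 18326 tags (log2 ratio 3.58, 95% interval 3.50 to 3.65) and BGIBMGA007645 from 1957 to 15156 tags (log2 ratio 3.00, 95% interval 2.93 to 3.07). Of 7 genes of the large ribosomal subunit, 3 of which are in cluster 5, 5 rose, and all 7 are also in the ribosomal subunit list. Of 7 genes of the proton-transporting ATP synthase complex 3 rose, among them BGIBMGA013965 from 75 to 321 tags, and of 7 genes of NADH dehydrogenase activity 3 rose, among them BGIBMGA009987 from 287 to 696 tags. Of 4 genes of peroxiredoxin activity 1 rose, and no gene of these 5 lists fell. With the total of tags on genes 12 genes of the ribosomal subunit, 1 of the ATP synthase complex and 0 of NADH dehydrogenase activity were called higher. The median of the peroxiredoxin list was 0.64 with clean tags and -0.14 with the total of tags on genes. Cluster 5 holds 6 of the 18 genes of the ribosomal subunit (0.806 expected) and 4 of the 7 of the ATP synthase complex (0.313 expected), each with an adjusted p of 0.0183 from Fisher's exact tests. The smallest FDR that the paper reports for the terms of cluster 5 is the paper's 1.96e-29, far below those it reports for clusters 1 and 3. All these lists come from terms the study chose on these samples, so the counts, which were the same adjusted over the list alone, are not independent evidence.

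**Figure D1:**
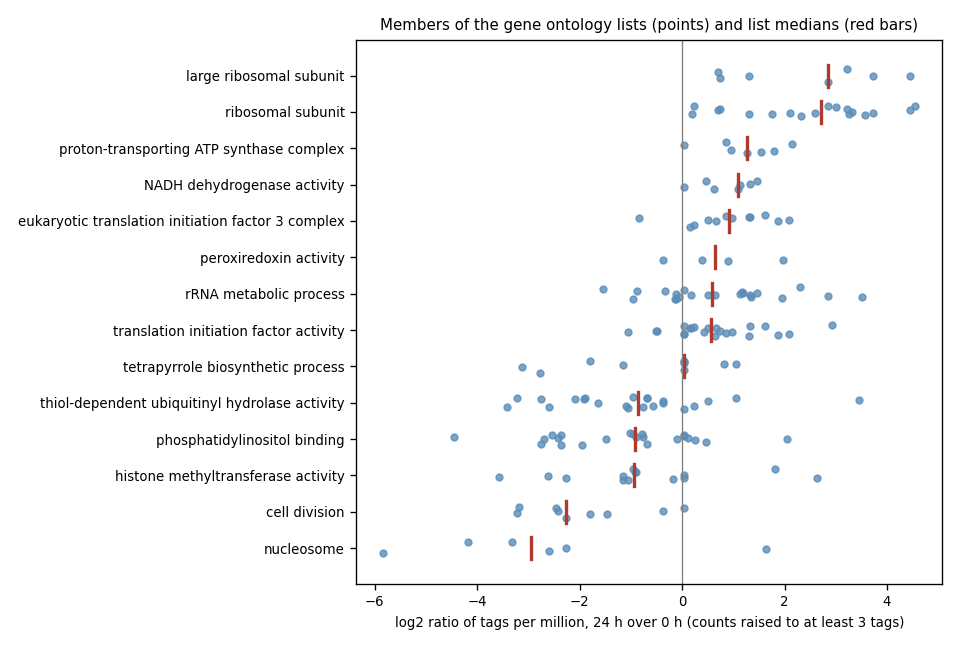
Log2 ratio of 24 h to 0 h of the measured genes in 14 complete gene ontology lists, 1 library per time, with counts below 3 tags raised to 3; each point is 1 gene and each red bar is the median of its list. The medians run from -2.96 for the nucleosome to 2.85 for the large ribosomal subunit with clean tags as library size.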

Only cluster 1 and 3 did have four common function annotations including protein binding, ATP binding, adenyl ribonucleotide binding and adenyl nucleotide binding. Besides, cluster 5 and 9 had a common function annotation for RNA finding.

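Some genes of RNA metabolism and translation initiation rose by 24 h, and the counts depended on the library size. Of 22 genes of rRNA metabolic process 10 rose by 24 h and 1 fell, among them BGIBMGA005552 from 467 to 1038 tags and BGIBMGA007192 from 273 to 581 tags, calls not kept with the total of tags on genes. Of 22 genes of translation initiation factor activity 6 rose and none fell, and of 12 genes of the translation initiation factor 3 complex 5 rose and none fell, among them BGIBMGA007889 from 448 to 1331 tags, a call also not kept with that total. Most genes of the complex are also in the list of initiation factor activity. The 5 that rose are among its 6, so these are not separate results. The median log2 ratios were 0.58, 0.65 and 0.92 with clean tags and -0.20, -0.12 and 0.14 with the total of tags on genes. With that total, 4 genes of rRNA metabolic process were called higher and 3 lower, 3 and 3 of translation initiation factor activity, and 2 and 1 of the factor 3 complex. DEGs against 0 h at some time were 54.5% of rRNA metabolic process, against 56.4% in random lists matched on mean expression. They were 45.5% against 54.2% for translation initiation factor activity and 66.7% against 60.3% for the factor 3 complex. With clean tags the counts were the same adjusted over each list alone, and the study chose the terms on these samples, so they are not independent evidence.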

### Partly OMDEGs expressional analysis by RT-qPCR

The gene expression levels of a part of OMDEGs was analyzed by RT-qPCR. The primers of OMDEGs were listed in **S8 Table**. One gene was selected for each expression cluster analysis. The results were shown in **Fig 4**. 

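In the tag libraries of unfertilized eggs, a match of the translation initiation gene eIF-4a (BGIBMGA004822) rose while the matches of lok and tolloid fell. BGIBMGA004822 had 207, 270, 294, 490 and 822 tags at 0, 6, 12, 18 and 24 h, a log2 ratio of 24 h to 0 h of 2.03 (95% interval 1.81 to 2.26). The match of lok (BGIBMGA005370) had 128, 61, 31, 28 and 17 tags, and that of tolloid (BGIBMGA005594) had 15, 11, 9, 6 and 0 tags. A match of the serine protease gene easter (ea, BGIBMGA013746) had 2, 2, 3, 25 and 9 tags, with a rise from 12 h to 18 h of 3.03 on the log2 scale (95% interval 1.32 to 5.41) and no DEG call from 18 h to 24 h. Of the changes at 18 h and 24 h, that of BGIBMGA004822 at 18 h was not called with the total of tags on genes.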

The expression trends of the four selected DEGs in the transcriptome were consistent with RT-qPCR results(**Fig 4A, 4B, 4C and 4D**). The expression level of BGIBMGA005370 was gradually down-regulated from 6 h to 24 h in unfertilized embryos, different from this, in fertilized embryos, the expression level of BGIBMGA005370 was sharply down-regulated from 6 h to 12 h and gradually increased from 18 h to 24 h (**Fig 4A and 4A1**). Between unfertilized and fertilized embryos, the expression trend of BGIBMGA005594 was simillar and showed significant down-regulation from 6 h to 24 h comparing to 0 h (**Fig 4B and 4B1**). The expression level of BGIBMGA004822 was gradually up-regulated from 6 h to 24 h in unfertilized embryos and down-regulated from 6 h to 18 h in fertilized embryos (**Fig 4C and 4C1**). The expression level of BGIBMGA013746 was obviously down-regulated from 12 h to 24 h in fertilized embryos (**Fig 4D1**).

**Fig 4:**
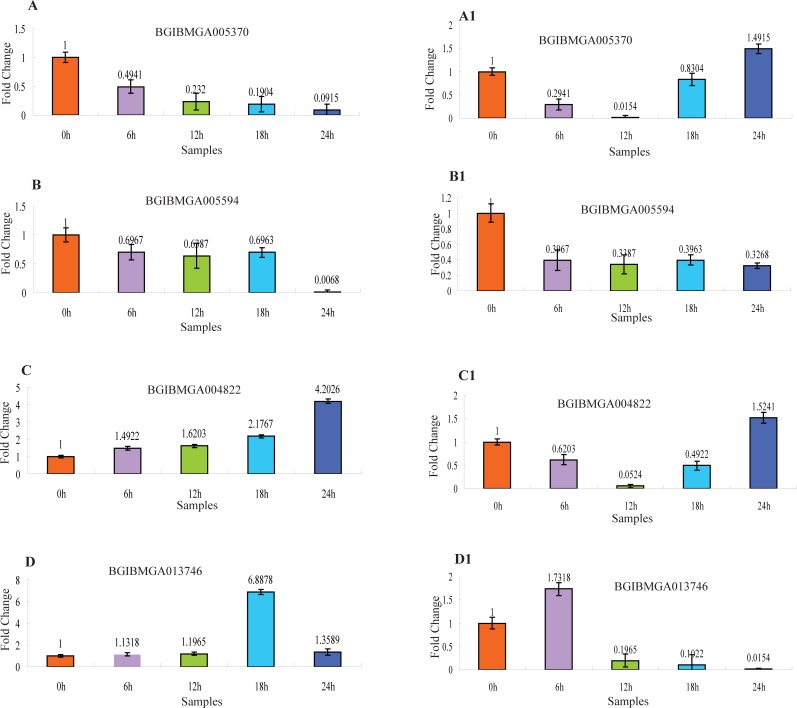
The expression analysis of four maternal genes between unfertilized and fertilized embryos using RT-qPCR. Each time point was replicated three times using independently collected samples. Error bar = 1 SD. (A), (B), (C) and (D), the samples are unfertilized embryos. (A1), (B1), (C1) and (D1), the samples are fertilized embryos. The relative BGIBMGA005370 in Cluster 1, BGIBMGA005594 in Cluster 3, BGIBMGA004822 in Cluster 5 and BGIBMGA013746 in Cluster 9 expression levels.

## Discussion

### The functions of OMDEGs, non-differentially expressed OMGs and unexpressed OMGs

All 58 OMGs with GO annotation were divided into three groups for further analysis, including 19 OMDEGs, 27 non-differentially expressed OMGs and 12 unexpressed OMGs. The molecular function annotation showed that many OMDEGs were related to the transcriptional regulation functions, such as nucleic acid binding (BGIBMGA001950, BGIBMGA003186, BGIBMGA004822, BGIBMGA010644, BGIBMGA010673, and BGIBMGA012283), transcription factor activity (BGIBMGA013421), growth factor activity (BGIBMGA010384), methyltransferase activity (BGIBMGA011857) and so on. However, the non-differentially expressed OMGs were focused on metal ion bindings (BGIBMGA001083, BGIBMGA001789, BGIBMGA002518, BGIBMGA002519, BGIBMGA004416, and BGIBMGA003866) or some receptors (BGIBMGA000601, BGIBMGA000602, and BGIBMGA007355). 

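OMDEGs with RNA functions went both ways. Of the 7 measured OMGs grouped here as RNA regulation and translation from the textbook function of the fly gene, 3 rose and 3 fell by 24 h, with the same counts adjusted over the list alone, and all 7 were DEGs against 0 h at some time. BGIBMGA003186, a match of eIF-4a, rose from 632 to 2059 tags, a log2 ratio of 1.75 (95% interval 1.62 to 1.88), a call not kept with the total of tags on genes. The match of Pabp2 (BGIBMGA001950), a poly(A)-binding protein gene, fell from 151 to 63 tags, a log2 ratio of -1.22 (95% interval -1.66 to -0.78), a call not kept with median-of-ratios. With the total of tags on genes 1 of the 7 rose and 4 fell.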

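The 6 OMGs of this group that were not DEGs had few tags. The match of sax (BGIBMGA000601), a BMP receptor gene, had 7, 9, 15, 3 and 3 tags at the 5 times, another match of sax (BGIBMGA007355) had 0, 4, 0, 3 and 2, and BmPAH (BGIBMGA003866) had 6, 8, 5, 4 and 0. The matches of Hip14 (BGIBMGA001083), shot (BGIBMGA004416) and tld (BGIBMGA002518) had at most 8, 4 and 3 tags at any time. At these counts the missing calls do not show that the levels stayed the same. At the thresholds used here the other 3 were DEGs at 24 h against 0 h: BGIBMGA000602 fell, the match of pie (BGIBMGA001789) fell from 14 to 2 tags, a log2 ratio of -2.76 (95% interval -5.94 to -0.64), and another match of tld (BGIBMGA002519) rose from 0 to 10 tags, at least 3.44-fold. The call of BGIBMGA001789 was not kept with TMM or median-of-ratios, and that of BGIBMGA002519 not with the total of tags on genes.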

In silkworm, the recombinant BmPAH (BGIBMGA003866) protein had high phenylalanine hydroxylase (PAH) activity; decreasing *BmPAH* mRNA levels in silkworm eggs reduced neonatal larval tyrosine and caused insect coloration to fail [24]. Unexpressed OMGs were similar to non-differentially expressed genes.

### Differential expressed patterns of OMGs

In this study, the expression levels of most OMGs decreased along points-in-time, such as Clusters 1 and 3. 

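All 10 OMDEGs of clusters 1 and 3 fell by 24 h, as did every other gene of these clusters. The clusters were made from the same log2 ratios, so this is not independent evidence on the OMGs. Over all 54 OMGs with a tag at 0 h or 24 h, 30 were lower and 24 higher at 24 h, whether or not they passed the test, and 14 fell and 9 rose as DEGs. Their median log2 ratio was -0.51 (95% interval from order statistics -1.17 to 0.65). It lay at percentile 41.7 of 10000 random lists of genes matched on mean expression, 95% of which had medians from -1.13 to 0.21. With the total of tags on genes 20 fell and 5 rose, and with median-of-ratios 11 fell and 13 rose.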

BGIBMGA003747, one of the OMDEGs, is the homologous gene of *Dmcyclin B* (the maternal gene) in *Drosophila melanogaster* and has been previously cloned from silkworm eggs [25]. The accumulation and degradation of cyclin B played a critical role in mitosis and karyokinesis [26–29]. The BmCyclin B was necessary to complete the cell cycle in BmN cells and had revealed mitotic cell divisions function in silk gland development of embryogenesis in *B*. *mori* [30, 31]. The *Bmcyclin B* mRNA, abundant in matured eggs, began to degrade sharply just after oviposition, which suggested that the penetration of sperm triggered the degradation of maternal *Bmcyclin B* mRNA in the first meiosis [25]. The expression profiling of Bmcyclin B was noticed in the middle silk glands (MSGs) during stage 24 and completely stopped after embryonic stage 25 by *in situ* hybridization and immunohistochemistry [30]. 

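The silkworm cyclin B gene was among the OMDEGs with the deepest fall. BmCyclin B (BGIBMGA003747) had 110 tags at 0 h, 59 at 6 h, 34 at 12 h, 31 at 18 h and 2 at 24 h. Its log2 ratio to 0 h was -1.63 (95% interval -2.23 to -1.07) at 12 h, -1.79 (95% interval -2.41 to -1.20) at 18 h and -5.74 (95% interval -8.80 to -3.85) at 24 h. Of the 4 measured OMGs grouped as cell cycle and spindle, 3 fell by 24 h, the matches of CycB, lok and rod, with the same count adjusted over the list alone. The fourth, the match of gammaTub37C (BGIBMGA013500), a maternal gamma-tubulin gene, had 58 tags at 0 h and 110 at 24 h and was called higher with TMM and median-of-ratios but not with clean tags. The median of the 4 was -3.33.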

We found that the *Bmcyclin B* mRNA amount distinctly declined, which suggested the cyclin B was degraded by the ubiquitin pathway [32].

PIWI-interacting RNAs (piRNAs) play a crucial role in transposon silencing and other targets to maintain genome integrity [33, 34]. BGIBMGA011857 is homologous to TUDOR in *Drosophila*, and is known as BmTUDOR. 

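BmTUDOR was a lower DEG from 18 h on in the unfertilized eggs. It had 1318 tags at 0 h, 1545 at 6 h, 758 at 12 h, 472 at 18 h and 495 at 24 h, with a log2 ratio to 0 h of -1.44 at 18 h and -1.37 (95% interval -1.52 to -1.22) at 24 h. Siwi (BGIBMGA010644), the match of the fly PIWI gene aub, rose from 85 tags at 0 h to 188 at 18 h, a log2 ratio of 1.18 (95% interval 0.81 to 1.57), and fell back to 85 tags at 24 h, a log2 ratio to 18 h of -1.14 (95% interval -1.52 to -0.76). Its rise was not called with the total of tags on genes, and its fall was not called with TMM or median-of-ratios. These genes make up the group of germ plasm and piRNA genes, in which 1 fell by 24 h and none rose, with the same count adjusted over the list alone.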

The depletion of BmTUDOR by RNAi increased the levels of the piRNAs in *B*. *mori* [35]. The result was also in agreement with previous reports on *Drosophila* ovaries, which implicated TUDOR in piRNA biogenesis, and the TUDOR mutant contained increasing piRNA levels [36]. *Siwi* (BGIBMGA010644) had been identified as a PIWI subfamily gene in *B*. *mori;* the expression profiles of *Siwi* were abundantly expressed in the testis and ovary on day 3 of the fifth instar larvae and reached a relatively high level at 8–12 h after diapause-destined embryos oviposition [37]. In silkworm, there were two PIWI proteins, Siwi and Ago3, and two typical Heterochromatin Protein 1 (HP1) proteins, HP1a and HP1b, and silkworm PIWI proteins interact with HP1s in the nucleus acting as a chromatin regulator [38].

DNA methyltransferases (DNMTs) are some of the most important proteins associated with DNA methylation and play a major role in the silencing of gene expression, among other important functions [39]. BmDNMT-1(BGIBMGA005382) bound to unmethylated and hemimethylated DNA equally, but preferentially methylated the hemimethylated DNA, acting as a maintenance DNMT in *B*. *mori* [40]. BmDNMT-1 was highly transcribed during early embryogenesis [41]. Interestingly, knockdown of the *BmDNMT-1* gene resulted in lower hatchability [42]. In this study, *BmDNMT-1* was significantly down-regulated in the unfertilized eggs. These results indicate that *BmDNMT-1* had an important biological function during silkworm embryogenesis.

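BmDNMT-1 (BGIBMGA005382), the maintenance DNA methyltransferase gene, fell from 35 tags at 0 h to 23 at 6 h, 12 at 12 h, 7 at 18 h and 0 at 24 h. Its log2 ratio to 0 h was -1.48 at 12 h and -2.28 (95% interval -3.70 to -1.09) at 18 h, and at 24 h it was at least 11.3-fold lower. The call at 12 h was not kept with the adjustment over every gene of the table. The call at 24 h was kept with an assumed biological coefficient of variation of 0.4 between libraries.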

Thus, most maternal genes showed a downward trend at the beginning of development. 

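In 5 of the groups made by the textbook function of the fly gene, besides that of germ plasm and piRNA, at most 1 OMG was called in each direction at 24 h with clean tags. Of all genes tested 33.6% were DEGs, and with 5 to 7 measured genes each, so few calls do not set these groups apart. Of 5 measured transcription factor genes 1 fell and none rose, of 7 genes of the dorsoventral protease cascade 1 fell and 1 rose, and of 6 genes of chromatin and elongation 1 fell and 1 rose. Of 5 genes of membrane and secretion 1 fell and 1 rose, and of 6 genes of the cytoskeleton and kinases 1 rose and none fell. These counts were the same adjusted over each list alone. The medians of these groups were -1.76, 0.53, -0.19, 0.27 and -0.87 on the log2 scale. With counts raised to at least 3 tags those of the transcription factors and the dorsoventral group were both 0.05, and that of the cytoskeleton group was -0.58. The median of chromatin and elongation was 0.10 with median-of-ratios, and with the total of tags on genes those of the dorsoventral and the membrane groups were -0.25 and -0.51. The calls moved as well. With that total 2 genes fell in each of the transcription factor, dorsoventral and cytoskeleton groups. In the membrane group 2 rose with TMM and with median-of-ratios, and 2 of chromatin and elongation rose with median-of-ratios.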

Besides, some OMGs with an increasing trend in the first 24 h were also observed, such as OMGs in cluster 5, which indicated that these OMGs might function downstream of biological processes. 

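Of the OMGs that rose, the matches of Nelf-E and of eIF-4a (BGIBMGA004822) were already present at 0 h, and BmDpp was not detected at 0 h or 6 h. The match of Nelf-E was 5.43-fold higher at 24 h than at 0 h, and that of eIF-4a rose by 18 h already, a log2 ratio of 1.28 (95% interval 1.04 to 1.52), a call not kept with the total of tags on genes. In all, 9 OMGs were higher DEGs at 24 h than at 0 h. The rise of BGIBMGA003207 at 18 h, a log2 ratio of 1.06 (95% interval 0.58 to 1.57), was not called with the total of tags on genes, TMM or median-of-ratios. From the increasing trend, the paper proposes that these OMGs act downstream in biological processes.

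**Figure D2:**
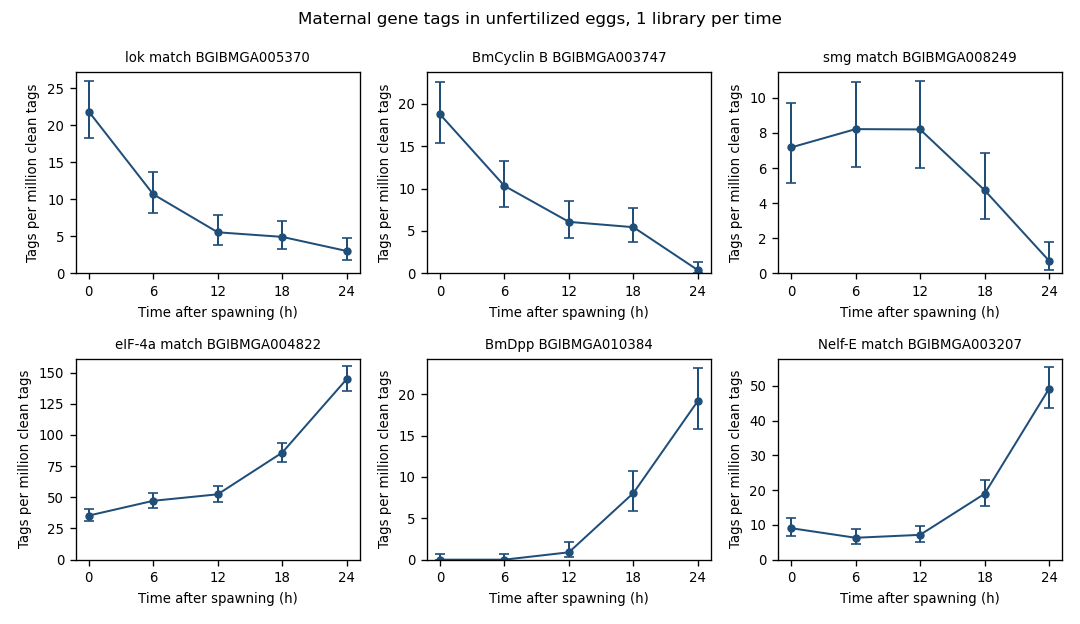
TPM of 6 OMGs at 0, 6, 12, 18 and 24 h after spawning in unfertilized eggs, 1 library per time; bars are exact Poisson 95% intervals and cover counting error only. The matches of lok, CycB and smg are lowest at 24 h, and those of eIF-4a, dpp and Nelf-E are highest at 24 h.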

When the upstream regulators finished translation, the expression levels of OMGs would be reduced over time.

Decapentaplegic (Dpp) is a subgroup of bone morphogenetic protein (BMP)-type ligands which are members of the transforming growth factor-β (TGF-β) superfamily [43]. In *Drosophila*, CHES-1-like activated TGF-β signaling by directly binding to the Dpp promoter and up-regulating Dpp expression [44]; Dpp played a significant role in immunity and several distinct stages of Drosophila development [45, 46]. BGIBMGA010384 was identified as *BmDpp*, which functioned in response to the BmNPV infection in *B*. *mori* [47]. 

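BmDpp (BGIBMGA010384), the silkworm BMP ligand gene, had 0 tags at 0 h and 6 h, 5 at 12 h, 46 at 18 h and 109 at 24 h. It was at least 15.7-fold higher at 18 h than at 0 h and at least 37.5-fold higher at 24 h. From 12 h to 18 h it rose by 3.18 on the log2 scale (95% interval 1.85 to 4.87) and from 18 h to 24 h by 1.25 (95% interval 0.74 to 1.78). Of 8 measured OMGs of BMP and EGF signalling 2 rose and 2 fell by 24 h, with the same counts adjusted over the list alone, and their median was 2.22, or -0.32 with counts raised to at least 3 tags. The rise from 18 h to 24 h was not called with the total of tags on genes or with an assumed biological coefficient of variation of 0.2.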

Our data show that *BmDpp* was clearly up-regulated in unfertilized egg oviposition from 18 h to 24 h. Based on the analysis of protein domain using blastp, we found that BGIBMGA008311 was homologous to CHES-1-like in Drosophila. 

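In the tag libraries BGIBMGA008311, which the paper matches to the fly forkhead gene CHES-1-like, had 2 tags at 6 h (0.35 TPM) and 0 tags at 0, 12, 18 and 24 h. The paper does not show the data behind its own statement on this gene. A count of 0 at 0 h allows up to 0.512 TPM, so a difference between 0 h and 6 h was not detectable at this depth. The gene was not a DEG in any comparison, and BmDpp had 0 tags in the 6 h eggs.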

Interestingly, the mRNA expression level CHES-1-like was increased at 6 h of unfertilized egg oviposition in contrast to 0 h (data not shown). Therefore, CHES-1-like might act genetically upstream of Dpp and play an important role in activating TGF-β signaling in *B*. *mori*.

## Conclusion

In the current work, we detected the gene expression profile of unfertilized eggs of *B*. *mori* from five points-in-time. A total of 76 OMGs in silkworm were identified by comparison with known maternal genes of other species. More than half of the OMGs were differentially expressed and showed 13 different kinds of expression patterns. 

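All 7 measured OMGs of RNA regulation and translation were DEGs against 0 h at some time, as were 3 of 4 of cell cycle and spindle, and both of germ plasm and piRNA. Of BMP and EGF signalling 4 of 8 were, of the dorsoventral protease cascade 4 of 7, of transcription factors 2 of 5, of membrane and secretion 2 of 5, of chromatin and elongation 2 of 6, and of cytoskeleton and kinases 1 of 6. No difference between these groups was tested. The 28 OMDEGs were 36.8% of the 76 OMGs and 46.7% of the 60 that were detected. In random lists matched on mean expression, 42.3% of genes were DEGs on average, against 51.9% of the 54 OMGs with a tag at 0 h or 24 h, percentile 94.0 of these lists.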

Four major expression patterns contained more than half of the OMDEGs. We also identified 22 gene clusters containing OMGs in the silkworm genome. Our findings expanded the collection of silkworm maternal genes and provided a perspective for the early embryo development of *B*. *mori*.

## Supporting information

S1 Table Tag abundances and TPM values of expressed genes.

S2 Table Summary of differentially expressed genes.

S3 Table Maternal genes of *Drosophila melanogaster* and their orthologous genes in *Bombyx mori*.

S4 Table Clusters of DEG expression.

S5 Table The gene cluster of OMDEGs.

S6 Table Molecular functions of orthologous maternal genes.

S7 Table GO enrichment results of four DEG expression clusters.

S8 Table Primers of genes for RT-qPCR.

S1 Fig All expression patterns of DEGs. The majority of expressed genes showed time-specific expression patterns and could be clustered into 27 distinct groups.
(TIFF)

S2 Fig Comparison of molecular function annotation for four expression patterns. The enriched molecular functions were compared for expression cluster 1, 3, 5 and 9. P-value was ranged from 0~1.
(TIFF)

How the deposited data were processed for this re-analysis (not part of the article)

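Digital gene expression tag libraries of unfertilized eggs of the silkworm strain Dazao were used, 1 library for each of 0, 6, 12, 18 and 24 h after spawning, sequenced on an Illumina HiSeq instrument. The authors purified mRNA on oligo(dT) beads, so the tags count only RNA that such beads hold. They cut the cDNA with NlaIII and MmeI, so that each tag holds the CATG site and 17 bases. They removed adaptor tags, low-quality tags, tags of the wrong length and tags seen 1 time. The deposited count values are numbers of unambiguous clean tags per gene, which the authors obtained by matching tags to virtual tags of the silkworm genes with at most 1 mismatch and discarding tags that match several genes. The deposited TPM values are these counts per 1e+06 clean tags of the library, as the authors computed them, with no correction for gene length. The deposited tables of DEGs also hold the authors' log2 ratio of TPM, with 0 TPM set to 0.01, and the authors' p-value and FDR. Summary tables give the authors' numbers of raw, clean and distinct tags, and the percent values of tags matched to genes, to the genome and to neither, as deposited.

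The counts of 7719 genes were used, 7492 of which had a tag in at least 1 library. The depth was 5607394 to 5854282 clean tags per library, so that a count of 0 allows up to 3 tags, or 0.512 to 0.535 TPM. A count of 0 also holds genes whose tags were removed because they were seen 1 time. Each library was 1 group, and 7 comparisons were made: each later time against 0 h, and each time after 6 h against the time before it. Each pair of libraries was compared with the 2-sided Audic-Claverie test on tag counts, adjusted by Benjamini-Hochberg over genes with at least 1 tag in the pair, and a DEG had an FDR of at most 0.01 and an absolute log2 ratio of at least 1. The log2 ratios of single genes have exact 95% intervals for counting error. Folds to or from 0 tags were computed with 3 tags in place of 0, without the counting error of the other count. No spread between egg batches could be estimated, since no time has a replicate library.

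Overlaps of DEGs were set against the overlap of independent lists and, for counting error alone, against 100 simulations of unchanged libraries. The 76 OMGs and their fly matches were taken from the paper's S3 Table. The shares of OMGs above 10 TPM and the shares of DEGs among neighbours within 50 kb were compared with 2-sided Fisher's exact tests over genes, and complete ontology terms of the paper's S7 Table were tested against the deposited clusters with 1-sided Fisher's exact tests, adjusted over all pairs of term and cluster. A total of 23 gene lists were followed at 24 h against 0 h: 9 groups of OMGs by the textbook function of the fly gene, and 14 complete ontology terms that the study chose on these samples. The 9 groups are RNA regulation and translation, cell cycle and spindle, transcription factors, BMP and EGF signalling, chromatin and elongation, dorsoventral protease cascade, cytoskeleton and kinases, germ plasm and piRNA, and membrane and secretion. List medians were set against 10000 random lists of genes matched on mean expression in 20 bins. Log2 ratios to 0 h were clustered again into 27 groups by Pearson correlation with average linkage, and compared with the deposited clusters by the adjusted Rand index. A linear trend over the 5 times was fitted with edgeR quasi-likelihood on TMM library sizes, for genes with at least 10 tags in total and 5 tags in at least 2 libraries, at an adjusted p of 0.05.

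Genes are named by a rule set before the data were examined, while the tables of the paper were open, so values in those tables count as seen. It names each gene the paper names by ID, the 2 highest and 2 lowest log2 ratios of each of 24 h against 0 h and the neighbouring intervals among DEGs with at least 100 tags in the higher library, at most 2 genes per direction of those called in all comparisons, and the 2 to 4 members of each list with the highest mean TPM. The alternatives also set at that point were 3 other library sizes (total of tags on genes, TMM, median-of-ratios), a minimum of 10 tags, a floor of 3 tags, an exact binomial test, adjustment over every gene of the table, and an assumed biological coefficient of variation of 0.2 or 0.4. They also included other levels and backgrounds for the Fisher's exact tests, other linkages, a distance of 25 kb, and DESeq2, limma voom, clean tag totals, no filter and leaving out each library for the trend. A further setting, an FDR of at most 0.001, was chosen after seeing the data. Lists by product name were not used, because none of the 18211 entries of the reference table of transcripts carries the gene identifiers of the deposited table. The RT-qPCR values of the paper were not analysed here.

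The steps were tested on simulated data. For the Audic-Claverie step, 200 genes with at least 100 tags were changed by 4-fold, with counting error as the only error. It recovered 91% at 18 h against 0 h and 95.5% at 24 h against 0 h with 0 false calls. With no spread between libraries simulated, this cannot show how many real calls come from such a spread. The trend step recovered 82.5% of 200 genes changed by 4-fold, with at least 50 tags, with 8 false calls. The biological coefficient of variation assumed there was 0.2. In the fit to the real libraries its common value was larger, 0.42, with departures from a straight line counted in. The work used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.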

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

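No test in this part was chosen only after the result was seen, but how the 2 tests of library size at 18 h are read was changed after their values were seen. BGIBMGA006239 and BGIBMGA013342, which the paper does not discuss, had 0 tags at 0 h and rank 2 and 11 among all genes at 24 h. BGIBMGA006239 had 0, 2, 20, 2188 and 32853 tags at 0, 6, 12, 18 and 24 h, and BGIBMGA013342 had 0, 0, 2, 588 and 12811 tags. They are listed because these counts lie above what a count of 0 allows in genes outside those the paper discusses. At 24 h they made up 2.85% and 1.11% of the tags on genes, and both are in cluster 5. The deposited tables pair no name with either identifier.

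More genes were called higher than lower at 18 h against 0 h, 63.8% of the DEGs with clean tags as library size, while the share of clean tags on genes was also higher at 18 h. The authors' normalization to clean tags and a few genes taking most of the counts both stay open, and so does a larger amount of these mRNAs per egg, which was not tested. The share called higher was 24.9% with the total of tags on genes and 33.3% without the 20 genes of highest mean TPM in that total, but such totals move every ratio alike, so they lower the share by construction. The test set for these 20 genes was wrong for that reason, since they carried 46.4% of the rise in tags on genes and TMM and median-of-ratios, which give extreme genes little weight, kept a majority with 56.6% and 55.6%. These explanations cannot be told apart, because no spike-in sets the scale.

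Of the genes shared around 12 h, 61 were lower at 12 h than at 6 h and higher again at 18 h, which could come from the single 12 h library that both intervals use. Counting error is already covered by the DEG test that called these genes, and the simulations add no separate evidence against it. Of 100 simulations with no other error, 0 gave as many such genes. No gene changed in these simulations and the same test was used, so they gave 0.04 DEGs on average and at most 1. They could thus not have given 61 shared genes, and they say nothing of a 12 h library that differs in other ways. The authors' normalization is argued against as the whole source, since 77.0% of the 61 genes kept both calls with TMM and the same share did with median-of-ratios. A spread between libraries beyond counting error and a drop in the eggs at 12 h cannot be told apart: 0 of the genes kept both calls with an assumed biological coefficient of variation of 0.4, and a second 12 h library was not made.

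OMDEGs were above 10 TPM more often than the other OMGs, 46.4% against 18.8%. Count depth is an explanation that the values allow, since a gene with few tags cannot pass the test. Among all other detected genes the share above 10 TPM was 36.6 percentage points higher in DEGs than in the rest, 132% of the difference of 27.7 points seen in OMGs. A role of the expression level in which maternal genes change stays open, as untested.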

How the results depend on the processing

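The setting with an FDR of at most 0.001 was chosen only after the result was seen, and the others were set before the data were examined. The calls followed here are 133 calls in 51 genes, those the paper names and those named for the largest changes or for calls in all 4 comparisons. Genes named only as list members are not among them, and some of their calls were lost, as given with each list. No called direction of the 51 genes was reversed under any setting, but this was fixed in advance. A call has an absolute log2 ratio of at least 1, and no library size moved ratios by as much. The largest move, at 24 h against 0 h with the total of tags on genes, took the median from 0.05 to -0.73. The remaining settings do not change the sign of a called ratio. Of the 133 calls, 120 were kept with the total of tags on genes, 126 with TMM and 124 with median-of-ratios. With at least 10 tags 132 were kept, with the exact binomial test 132, and adjusted over every gene of the table 132. All 133 were kept with a floor of 3 tags, which does not enter the test. With an assumed biological coefficient of variation (BCV) of 0.2 and 0.4, 84 and 34 were kept, and at an FDR of at most 0.001, 124. Of 70 DEG counts under the alternatives, 55 stayed within 1.5 times the main count, and 38 of 68 percentages of higher DEGs stayed within their exact 95% interval. All 4 adjusted Rand indices stayed within 1.5 times, and the 2 tests of neighbours and 4 tests of the level of OMGs kept their side of 0.05. All 80 cluster means stayed within 1 SD over genes and 87 of 92 list medians within their interval, which are wide limits: the mean of cluster 3 at 24 h went from -4.94 to -2.73 with the floor, that of cluster 9 was 0.65 with the total of tags on genes, and 9 list medians changed sign. Depth limits genes with few tags, and the spread between egg batches is assumed and not measured.

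With a BCV of 0.2 the DEGs against 0 h were 0 at 6 h, 38 at 12 h (18.4% higher), 253 at 18 h (76.3% higher) and 1468 at 24 h. With a BCV of 0.4 they were 0, 2 (100% higher), 30 (90% higher) and 388 (58.8% higher). Between neighbouring times they were 18, 153 (92.2% higher) and 862 with a BCV of 0.2, and 1 (100% higher), 9 (100% higher) and 173 (57.8% higher) with 0.4. With a BCV of 0.2 and 0.4, 1536 and 391 genes were DEGs in at least 1 comparison with 0 h, 0 and 0 in all 4, 7 and 0 in both intervals around 12 h, 58 and 3 in both around 18 h, and 0 and 0 in all 4 intervals. Of the shared genes 42.9% were lower at 12 h than at 6 h with a BCV of 0.2, and around 18 h 94.8% and 100% were higher in the first interval and 58.6% and 100% in the next with 0.2 and 0.4. OMDEGs were 4 with a BCV of 0.4. Where 0 genes were left no percentage exists. These settings add an assumed spread to the test, which lowers the counts by construction.

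The share of higher DEGs with the total of tags on genes, TMM and median-of-ratios was 38.9%, 20.9% and 21.8% at 6 h against 0 h, 20.7%, 28.1% and 29.5% at 12 h, 24.9%, 56.6% and 55.6% at 18 h, and 19.6%, 47.6% and 54.9% at 24 h. It was 15.4%, 37.5% and 38.1% at 12 h against 6 h and 24.4%, 49.6% and 58.8% at 24 h against 18 h, and 41.2% with the total of tags on genes at 18 h against 12 h. With that total, 78.9% of the genes shared around 12 h rose from 12 h to 18 h. Of the genes shared around 18 h, 48.8% rose in the first interval and 27.6% in the next with that total, and 57.4% and 63.5% rose in the next with TMM and median-of-ratios. The median of OMGs was -1.28 with that total, and those of list members were -1.43 for germ plasm and piRNA, -0.12 for translation initiation factor activity, -0.20 for rRNA metabolic process, 0.77 for the ATP synthase complex and 0.14 for the translation initiation factor 3 complex. The cause was the library size alone, since these settings change nothing else.

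At an FDR of at most 0.001 there were 52 DEGs at 6 h against 0 h, 11 in all 4 comparisons, and 47.0% and 42.5% were higher at 24 h against 0 h and against 18 h. With all genes as background 56 in place of 29 pairs of term and cluster passed. The linear trend called 511 genes with no filter, 476 with DESeq2 and 24 to 191 in leave-one-out fits, in place of 250. The cause was not tested for these.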

Differences from the paper's values

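The setting with an FDR of at most 0.001 was chosen only after the result was seen, as the deposited tables of DEGs were found to end just under an FDR of 0.001, and the other settings were set before the data were examined. At 6 h against 0 h the paper's deposited table has 49 DEGs (the paper's), and 81 were found at the thresholds the paper states. With the total of tags on genes, 72 were found, which does not differ by the measure used here (a factor of 1.5). The others do: TMM 91, median-of-ratios 87, at least 10 tags 86, a floor of 3 tags 81, the exact binomial test 74, adjustment over every gene 75, and an assumed biological coefficient of variation of 0.2 or 0.4 with 0 each. An FDR of at most 0.001, chosen after seeing the values, gave 52.

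In all 4 comparisons with 0 h the paper gives 11 DEGs (the paper's), and 18 were found. All alternatives set before the data were examined differ: 24 with the total of tags on genes, 23 with TMM, 22 with median-of-ratios, 20 with at least 10 tags, 18 with a floor of 3 tags, 17 with the exact binomial test, 17 with adjustment over every gene, and 0 with either assumed coefficient of variation. An FDR of at most 0.001, chosen after seeing the values, gave 11.

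Over the 7 comparisons the deposited tables hold 4887 calls (the paper's), and 6193 calls were made at the stated thresholds. These leave out 2 of the deposited calls and include 1308 others. At an FDR of at most 0.001, chosen after seeing the values, 4896 calls were made, which leave out the same number, 2, of the deposited calls and include 11 others. This setting also gave 2171 DEGs in at least 1 comparison against the paper's 2167, 59 and 196 shared around 12 h and 18 h against the paper's 57 and 196, and 23 OMDEGs, the paper's number. Each deposited call that was also made here has the same direction, and the log2 ratios differ by at most 0.0144.

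The paper states that a majority of the OMGs were differentially expressed, and here 28 of 76 (36.8%), or 28 of the 60 detected (46.7%), were DEGs. The paper states that the CHES-1-like match was higher at 6 h than at 0 h, from data it does not show and whose source it does not name. In the tag libraries BGIBMGA008311 had 2 tags at 6 h and 0 tags at 0 h and was not a DEG. The paper gives 123 genes in the gene clusters around OMDEGs (the paper's), and 122 different genes are listed in its S5 Table. The paper groups the matches of Egfr, pie and tld (BGIBMGA000602, BGIBMGA001789 and BGIBMGA002519) with the non-differentially expressed OMGs. At its stated thresholds each was a DEG at 24 h against 0 h.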

Other observations

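No test in this part was chosen only after the result was seen. Part of the rise of tags on genes came from genes that were not detected at 0 h. There were 56 genes with 0 tags at 0 h and at least 100 tags at 24 h, which held 8.79% of the tags on genes at 24 h and 22.2% of the rise in tags on genes since 0 h. In the other direction, 1 gene had at least 100 tags at 0 h and 0 tags at 24 h. With median-of-ratios and TMM scaling the matches of gammaTub37C (BGIBMGA013500) and others were added to the OMGs that rose at 24 h, 13 and 11 in place of 9.

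Across the 5 libraries a straight line on time was fitted to each gene with edgeR, with 3 residual degrees of freedom, so that scatter around the line counts as error. Of the OMGs tested, 3 of 44 passed: the match of lok (BGIBMGA005370) with a log2 change of -2.64 over 24 h (SE 0.60, edgeR adjusted p = 0.0441), a match of eIF-4a (BGIBMGA004822) with 2.15 (SE 0.45, edgeR adjusted p = 0.0323) and BmDpp (BGIBMGA010384, edgeR adjusted p = 0.00247), which had 0 tags at 0 h and 6 h, so that its fitted change is no measured fold. Of 5200 genes tested, 250 passed, 226 upward and 24 downward, and 139 of them are in cluster 5, 19 in cluster 1 and 1 in cluster 3. An unadjusted p under 0.05 was reached by 1225 genes. The count was 206 with clean tag totals, 273 with limma voom and 476 with DESeq2. It fell to 51 without the 6 h library, 24 without the 18 h library and 34 without the 24 h library, and was 169 without the 0 h library and 191 without the 12 h library. Of the 60 orders of the libraries, 2 gave as many genes, a share under 0.05: the real one with 250 and the order with 0 h and 6 h exchanged with 283. Every order with any call ended with 18 h and then 24 h. All others gave 0 genes, also those that ended with 24 h and then 18 h. The orders thus show that the calls need the 18 h library between the earlier libraries and the 24 h library. They cannot tell an effect of time from another difference of these single libraries. The next highest order gave 129.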
